A study of Mus musculus with 18 samples. Its data were reported in "ER-associated RNA silencing promotes ER quality control" (2022).

How the data were processed

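Mouse embryonic fibroblasts labelled Ago2+/+ or Ago2-/- were treated with the solvent DMSO, with tunicamycin, which blocks N-linked glycosylation in the endoplasmic reticulum (ER), or with thapsigargin at 500 nM, which empties the ER of calcium. RNA was sequenced from 18 libraries, 3 in each of 6 groups. According to the methods of the study, the authors aligned reads with HISAT2 against Ensembl release 91, assembled transcripts with StringTie under guidance of that annotation, and quantified and tested genes with Cufflinks. The columns of the table are those written by Cuffdiff, the testing program of Cufflinks, which gives 1 value per group. The authors' test was two-sided, and one-sided where a group had no fragments. Versions, the library scaling and the strandedness of the libraries are not given in the sources used here.

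The deposited values are 1 table of 772485 rows, 1 for each of 51499 assembled loci and each of the 15 pairs of groups. The deposited FPKM (fragments scaled for transcript length and for the number of mapped fragments) is 1 estimate per group made by the authors over its replicates, so it carries no SD. The deposited log2 fold change was the log2 ratio of both FPKM without a pseudocount. It matched that ratio within 0.001 in all 282198 rows with both values above 0 whose test had not failed. In the 18 rows with a failed test it was set to 0. The deposited test statistic is a score without a fixed range. The deposited p-value comes from the authors' Cuffdiff test, cannot fall below 5e-05, and is accompanied by a q-value adjusted by the Benjamini-Hochberg method. Of all rows, 214101 (27.7%) had been tested. The other 558366 carried too little signal for a test by the authors' criteria and were given p and q of 1. Calls marked as significant in the table were those with q under 0.05.

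No value per library was used, since the table holds group values, and no count or depth is given. Low values were examined for the steps that whole reads would leave. Over 17925 loci with a single annotated transcript, between 17.6% and 25.5% of the low values of a group lay within 0.1 of a multiple of the best step, where 20% is expected without steps. The depth of the libraries is therefore unknown. The number of libraries per group and the pooled estimate limit the precision. The only measure of error is the standard error implied by a deposited fold change and its test statistic. That statistic is conservative against the deposited p: the normal quantile of p was a median of 1.79 times the statistic (quartiles 1.74 and 1.99). Standard errors given are those implied by the statistic.

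Libraries were grouped by the labels. The groups labelled Ago2+/+ are named DCR1 in the library titles and in the deposited table, and the reason is not given in the sources used here. They were read as Ago2+/+ because their source or genotype labels say so. For 4 libraries the labels conflict on genotype. These are the 3 libraries of replicate 2 labelled Ago2+/+ and replicate 3 of the group labelled Ago2-/- DMSO. They were kept in the group of their title, and the pooled table gives no way to leave them out. Because the level of Ago2 and of sex-linked genes went against the labels, each group is called by its label only ("the group labelled ..."). Every direction with respect to genotype or treatment rests on those labels.

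Loci were counted at q under 0.05 in 4 comparisons of a stressor with DMSO and in 3 contrasts of genotype. The genotype by stressor interaction was the difference of both log2 fold changes divided by its implied standard error, read against the normal distribution and adjusted by the Benjamini-Hochberg method. On simulated data with 200 of 12115 loci changed, this test recovered 30.5% (tunicamycin) and 34.5% (thapsigargin) of loci changed by 2 on the log2 scale. It recovered 79.5% and 74% of those changed by 4, and between 1.61% and 5.48% of its calls were false. The simulated noise was drawn from the same errors that the test used, so this share was largely set by the procedure. The selection rule of the study was applied to the deposited p: lower under stress in the groups labelled Ago2+/+ and higher in those labelled Ago2-/-, with p of at most 0.05 in each. The opposite rule served as an internal control. Unchanged groups were simulated 100 times for 12115 loci, from implied errors divided by 1.79 to match the deposited p. Comparisons with a shared DMSO group thereby also shared its chance error. Correlations were computed across 10293 loci with at least 1 FPKM in all 6 groups, with errors from 1000 bootstraps of loci; loci are not independent replicates. In all, 12 such relations were computed, without p. Medians of 6 gene lists were ranked among 10000 random lists of the same size, matched in 20 bins of mean expression, over loci with a mean of at least 1 FPKM.

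Genes named in the text were fixed before the data were examined. They are Ago2, Dicer1, Xist and 4 Y-linked genes as label checks, and the genes C1rl, Mertk, Nov and Rpl19 that the study names. Hspa5, Ddit3 and Herpud1 were taken from the list of the unfolded protein response, the program that cells turn on under ER stress. In each of the 4 stress comparisons and in the genotype contrast under DMSO, the 3 largest rises and the 3 largest falls were named among loci with 1 symbol, q under 0.05 and at least 1 FPKM in both groups. From the shared candidates, 5 were named by the largest value of their smallest absolute log2 fold change over the 4 comparisons, with at least 1 FPKM in at least 4 groups. A gene that this rule names is not reported here. Nuclear copies of mitochondrial genes and the mitochondrial genes, named in the closing section, were chosen after their values were seen.

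The alternatives were other thresholds (p of at most 0.05, q under 0.01, an absolute log2 fold change of at least 1), filters on low FPKM (0.1, 1 and 5), loci with a single symbol, pseudocounts of 1 and 0.1, centring on the median log2 ratio, other forms of the candidate rule, and unmatched random lists. Leave-one-out fits, a replicate block, a fit without the 4 libraries with conflicting labels, and count models could not be run on pooled values. Start positions were raised by 1, which made 69.5% of 50130 loci with a single gene begin at the annotated start in GENCODE M21 (GRCm38), against 0.14% without it. Computation used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and blastn 2.17.0.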

Results

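The experiment asked whether the Argonaute protein AGO2, the slicing enzyme of RNA interference, lowers particular mRNAs when the ER is stressed. RNA was sequenced from fibroblasts labelled Ago2+/+ and Ago2-/- under DMSO, tunicamycin or thapsigargin, with 3 libraries in each of the 6 groups. The values below are the authors' FPKM, 1 value for each group of libraries. They carry no replicate spread, and the depth of each library is unknown. Between 13700 and 14598 of the 51499 loci had been tested in each of the 15 pairs of groups.

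The level of Ago2 (chromosome 15, 73090392 to 73184840, minus strand, GRCm38) was examined first, because it checks the genotype labels. In the authors' deposited table it was 22.1 FPKM in the group labelled Ago2+/+ DMSO, 5.75 in Ago2+/+ tunicamycin and 17.0 in Ago2+/+ thapsigargin. In the groups labelled Ago2-/- it was 5.61 under DMSO, 15.5 under tunicamycin and 20.7 under thapsigargin. The deposited log2 ratio of the labelled Ago2-/- over the labelled Ago2+/+ group was -1.98 under DMSO (implied SE 0.35, q = 0.000529). It was 1.43 under tunicamycin (SE 0.37, q = 0.000529) and 0.28 under thapsigargin (SE 0.34, q = 0.383) in the authors' deposited table. Ago2 was thus lower in the labelled knockout only under DMSO, and higher there under tunicamycin. The part of the gene removed in the knockout is not given in the sources used here, so fragments from other exons would still count. Dicer1 (chromosome 12, 104687742 to 104751952) ranged from 17.5 FPKM in Ago2-/- tunicamycin to 32.7 in Ago2-/- DMSO in the authors' deposited table.

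Sex-linked genes also differed between groups with the same genotype label. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed at 0 in 4 groups of the authors' deposited table. In the authors' deposited table they were at 24.7, 30.3, 7.97 and 6.64 FPKM in the group labelled Ago2-/- tunicamycin, and at 23.3, 32.3, 7.77 and 6.03 in the group labelled Ago2+/+ thapsigargin. The locus that holds Xist together with Gm27733 and Gm27927 (X chromosome, 103414467 to 103484957) was at 46.6 FPKM in the group labelled Ago2+/+ DMSO and at 33.5 in Ago2-/- thapsigargin in the authors' deposited table. In the other 4 groups it was between 0.00612 and 0.0574 FPKM. The labels of genotype therefore could not be verified from the values, and the directions given below hold for the labels as deposited.

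**Figure D1:**
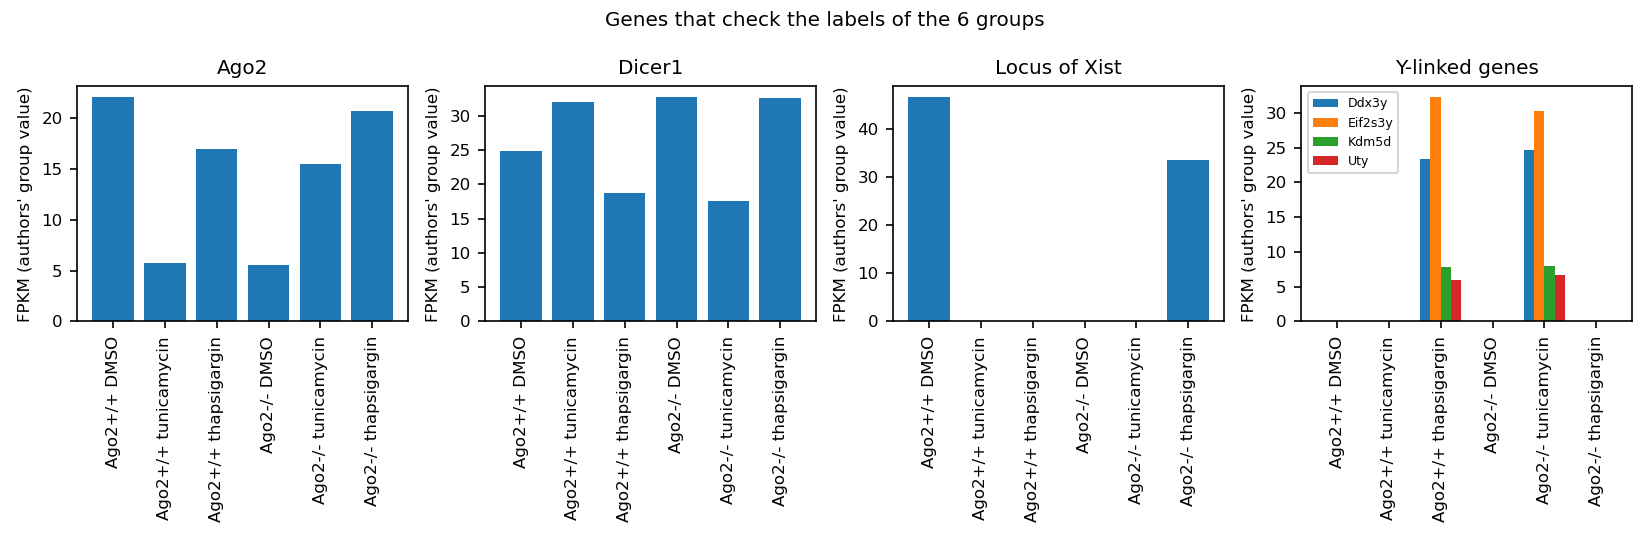
Bars give the authors' pooled FPKM of Ago2, Dicer1, the locus of Xist and 4 Y-linked genes in the 6 groups as labelled, with no error bar because the table holds 1 value per group. Y-linked genes were above 0 in 2 groups with different genotype labels, and the locus of Xist was at 46.6 and 33.5 FPKM in another 2 and at most at 0.0574 in the rest.

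Tunicamycin was compared with DMSO in the groups labelled Ago2+/+ to find genes that respond to blocked glycosylation. The authors' deposited table called 3654 of 14280 tested loci at q under 0.05, of which 1953 were higher and 1701 lower under tunicamycin. Requiring an absolute log2 fold change of at least 1 lowered this count most, to 2262. The largest rises were those of Rpl29 (4.01 to 393 FPKM, log2 6.61) and the pseudogene Rpl5-ps1 (log2 6.09) in the authors' deposited table. The largest falls were those of the retrogene Gm10260 (1080 to 7.37 FPKM, log2 -7.20), Gm28661 (log2 -7.06) and Gm28437 (log2 -6.86), with q = 0.000529 and implied SE between 0.48 and 0.65 for these 5 genes in the authors' deposited table. Gm28661 and Gm28437 are unprocessed pseudogenes on chromosome 1 that match mitochondrial genes base for base, and ribosomal protein genes have many near copies, so the fragments of these loci could be split between copies.

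Thapsigargin was compared with DMSO in the same labelled genotype. The authors' deposited table called 3487 of 14303 tested loci, 1930 higher and 1557 lower. The largest rises were those of Tagln (2.90 to 648 FPKM, log2 7.81), Rpl29 (log2 6.92) and Serpinf1 (log2 5.77) in the authors' deposited table. The largest falls were those of 3 chromosome 1 pseudogenes of mitochondrial genes, Gm29216 (log2 -8.15), Gm28661 (log2 -7.34) and Gm28437 (log2 -7.27), in the authors' deposited table. The implied SE of these 6 genes was between 0.50 and 1.78, with q = 0.000529 for each in the authors' deposited table. Across loci, the changes under both stressors correlated with a Spearman rho of 0.311. Simulated unchanged groups that share the DMSO group gave 0.399 on average.

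In the groups labelled Ago2-/-, the authors' deposited table called 4337 of 14598 tested loci under tunicamycin, 2341 higher and 1996 lower. Acta2 (1.92 to 1252 FPKM, log2 9.35), Col1a1 (log2 6.77) and Bgn (log2 6.41) rose most, and the pseudogene Rpl7a-ps11 (log2 -6.90), Afap1l2 (log2 -6.83) and Spp1 (2015 to 20.1 FPKM, log2 -6.65) fell most in the authors' deposited table (implied SE between 0.45 and 0.70). Under thapsigargin the authors' deposited table called 3811 of 14353 tested loci, 1723 higher and 2088 lower. Gm10260 (6.09 to 1255 FPKM, log2 7.69), Cavin2 (log2 6.38) and the pseudogene Rpl15-ps3 (log2 6.19) rose most, and Gm10925 (log2 -9.16), Gm28661 (log2 -9.06) and Gm28437 (log2 -9.00), again copies of mitochondrial genes, fell most in the authors' deposited table (implied SE between 0.46 and 0.74). Both changes correlated with a rho of 0.543 across loci, against 0.519 in simulated unchanged groups that share the DMSO group.

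The genotype labels were contrasted at each treatment. The authors' deposited table called 3587 loci under DMSO, of which 1878 were higher and 1709 lower in the group labelled Ago2-/-. It called 4280 loci under tunicamycin (2286 higher and 1994 lower) and 3609 under thapsigargin (1555 higher and 2054 lower). Under DMSO, Rpl29 (4.01 to 394 FPKM, log2 6.62), Etfrf1 (log2 5.91) and the pseudogene Rpl5-ps1 (log2 5.81) were raised most in the group labelled Ago2-/-, and Gm10260 (log2 -7.47), Cavin2 (log2 -6.65) and the pseudogene Rps13-ps1 (log2 -5.46) were lowered most in the authors' deposited table (implied SE between 0.47 and 1.14). A fixed genotype difference would point the same way at each treatment. Across 10293 loci the difference under DMSO instead correlated negatively with that under tunicamycin (Pearson r = -0.516, bootstrap SD 0.0197, rho = -0.535) and under thapsigargin (r = -0.283, SD 0.0197, rho = -0.207). The differences under tunicamycin and thapsigargin gave r = -0.467 (SD 0.0157) and rho = -0.478. Within each of these 3 relations no group entered both sides, and the mean rho of simulated unchanged groups was between -0.00171 and -5.37e-05, with extremes of -0.0298 and 0.0293. Pearson r of the unchanged groups reached from -0.694 to 0.677, from -0.693 to 0.587 and from -0.714 to 0.666 in the same order. The observed r values lay within these ranges and the rho values outside theirs. Loci are not independent replicates, so no p is given. Scaling did not differ much, with all median log2 ratios within 0.0278 of 0.

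The 6 groups fell into 3 close pairs that crossed both labels. The authors' deposited table called 126 loci between Ago2-/- DMSO and Ago2+/+ tunicamycin, 223 between Ago2-/- tunicamycin and Ago2+/+ thapsigargin, and 902 between Ago2-/- thapsigargin and Ago2+/+ DMSO. Each of the other 12 pairs had between 3487 and 4337 called loci. Spearman correlations of FPKM were between 0.983 and 0.991 within the close pairs, and between 0.898 and 0.927 in all other pairs. Of the largest changes named above, Rpl29, Gm10260, Tagln, Col1a1, Bgn, Cavin2, Etfrf1 and Rps13-ps1 were called within no close pair. Their changes thus cannot be told apart from differences between the pairs. Rpl5-ps1, Serpinf1, Acta2, Rpl7a-ps11, Afap1l2, Spp1 and Rpl15-ps3 were called within at least 1 pair. Acta2 was still at 1644 and 1252 FPKM in 1 close pair and at most at 3.77 in all other groups.

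**Figure D2:**
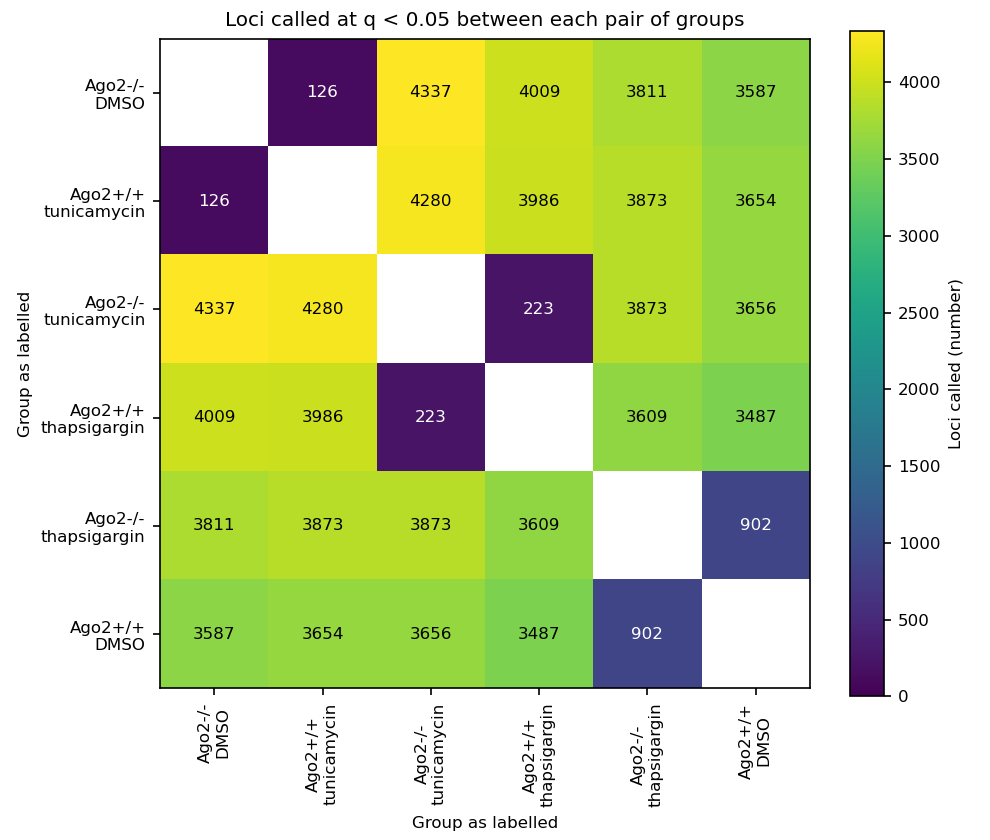
Each cell gives the number of loci called at q < 0.05 between 2 of the 6 groups as labelled, on both axes, with colour from dark (few) to light (many). The 3 dark cells on each side of the diagonal hold 126, 223 and 902 loci, against at least 3487 elsewhere.

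Whether the stress change itself differed between the labelled genotypes was tested as an interaction. Under tunicamycin 1839 of 13423 loci passed a Benjamini-Hochberg q of 0.05 in a normal test on implied standard errors, 857 with a higher and 982 with a lower change in the groups labelled Ago2-/-. Under thapsigargin 1325 of 13336 loci passed, 632 higher and 693 lower. Standard errors calibrated to the deposited p raised these counts most, to 4988 and 3912.

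The study sought AGO2-dependent mRNAs as those lowered by stress in Ago2+/+ and raised in Ago2-/- cells, at p of at most 0.05 in each. Applied to the authors' deposited table, this rule took 1274 loci under tunicamycin and 852 under thapsigargin, and 227 under both. Of the 227 assembled loci, 222 had a single symbol. The study's own count, given further below, is of mRNAs and is lower. The cause of the difference was not traced. The opposite rule took 1371, 954 and 204 loci. Among 12115 loci with errors in all pairs, 170 were shared candidates and 167 followed the opposite rule for both stressors by the deposited p. Simulated unchanged groups gave 0.26 and 0.32 on average. The simulated errors were the implied errors divided by 1.79, the median ratio that matches them to the deposited p. Each simulated change was tested against its own error, so these averages are those of a nominal p of at most 0.05. Whether the deposited p keeps its nominal level was not tested, so the excess was not measured. Among the alternatives, the shared count was lowest, at 8 loci, when each stressed group was set against the DMSO group labelled with the other genotype. It was highest, at 2882, by the sign of change alone, without p. Of the 227 loci, 111 had at least 1 FPKM in all 6 groups, and 143 also passed the interaction test for both stressors. The rule had already selected opposite changes in both labelled genotypes, so this passing is no independent evidence.

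**Figure D3:**
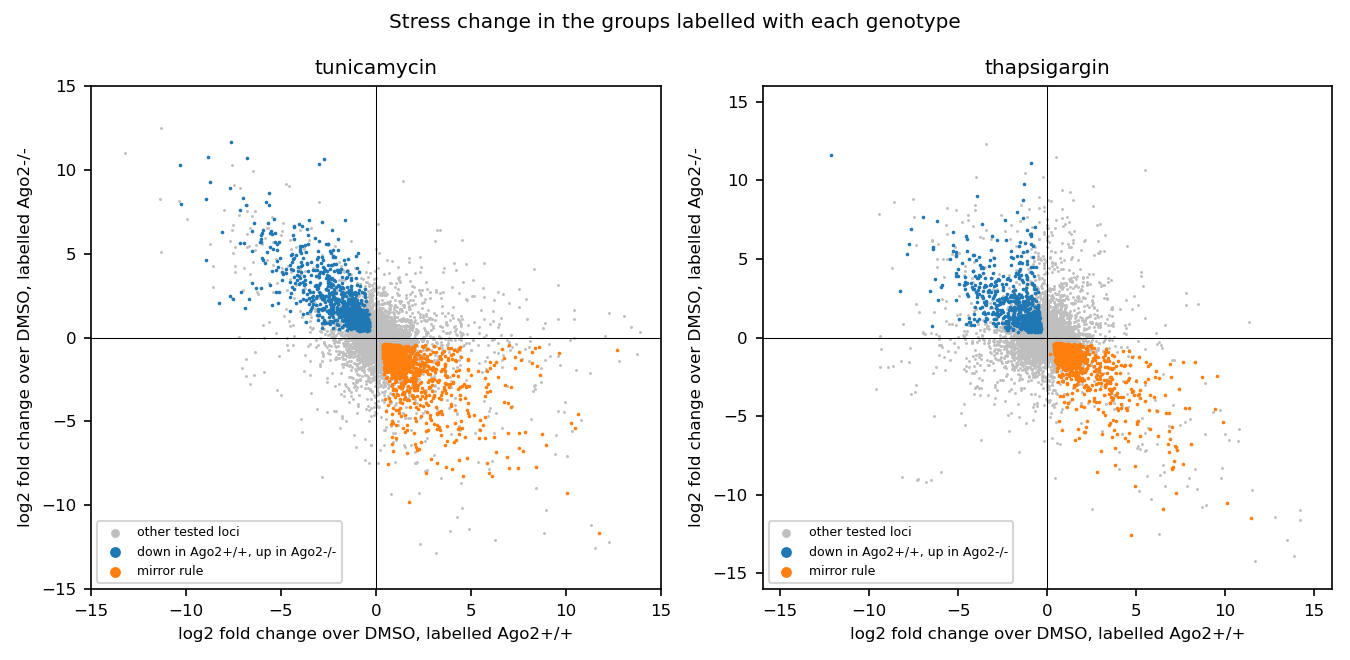
Each point is a tested locus, with its log2 fold change over DMSO in the groups labelled Ago2+/+ on the x axis and Ago2-/- on the y axis, for tunicamycin and thapsigargin; loci without a finite fold change in both are not drawn. Blue points follow the rule of the study (1274 and 852 loci in all) and orange points the opposite rule (1371 and 954).

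The candidates with the largest smallest change were Tmem37, Ccl5, Ecscr, Ereg and Ifih1. In the authors' deposited table Ereg (chromosome 5, 91051871 to 91093646) was at 20.2 FPKM in Ago2+/+ DMSO, 0.0409 in Ago2+/+ tunicamycin and 3.89 in Ago2+/+ thapsigargin. In the groups labelled Ago2-/- it was at 0.127 under DMSO, 3.07 under tunicamycin and 22.4 under thapsigargin in the authors' deposited table. Ccl5 fell from 41.3 to 0.302 and 2.30 FPKM in the groups labelled Ago2+/+, and rose from 0.712 to 4.61 and 27.3 in those labelled Ago2-/- in the authors' deposited table. Tmem37 was listed at 0 in Ago2+/+ tunicamycin and Ago2-/- DMSO, so no fold is given against these groups.

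Of the genes examined further in the study, C1rl (chromosome 6, 124492163 to 124510643) was at 1.19, 0.267 and 0.359 FPKM under DMSO, tunicamycin and thapsigargin in the groups labelled Ago2+/+ of the authors' deposited table. It was at 0.161, 0.785 and 0.957 in those labelled Ago2-/-. Mertk (chromosome 2, 128698956 to 128802894) was at 2.53, 0.782 and 0.684 FPKM in the groups labelled Ago2+/+, and at 0.597, 0.991 and 2.97 in those labelled Ago2-/- of the authors' deposited table. Its rise under tunicamycin in the latter was 0.73 on the log2 scale (implied SE 0.60, q = 0.131) in the authors' deposited table, so that it met the rule by the unadjusted p only. Nov (chromosome 15, 54745702 to 54754039) was at 2.45, 0.0906 and 0.601 FPKM, and at 0.0615, 0.869 and 2.85, in the same order of the authors' deposited table. These genes met the rule for both stressors. They were near or below 1 FPKM in several groups, and a pseudocount of 1 brought the change of Nov under tunicamycin in the groups labelled Ago2+/+ from a log2 of -4.76 to -1.66. The locus of the control gene Rpl19, which also holds Gm27597 and Gm11629 (chromosome 11, 98001508 to 98030492), changed by 0.19, -0.25 and -0.15 on the log2 scale under tunicamycin and thapsigargin in Ago2+/+ and thapsigargin in Ago2-/-, with q = 0.619, 0.490 and 0.762 in the authors' deposited table. Under tunicamycin in the groups labelled Ago2-/- its log2 change was -0.73 (implied SE 0.38, q = 0.00414) in the authors' deposited table.

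Genes of the unfolded protein response were read as a check of the treatments. Of the 23 genes of the list, 22 had a locus of their own. Their median log2 fold change was 0.27 under tunicamycin and 0.49 under thapsigargin in the groups labelled Ago2+/+, at percentiles 97.8 and 99.97 of matched random lists. In the groups labelled Ago2-/- it was 0.30 under tunicamycin (percentile 99.9) and -0.37 under thapsigargin (percentile 0.62). At q under 0.05, the authors' deposited table called 4, 6, 3 and 8 of the 22 in this order, and 4, 8, 3 and 9 passed when adjusted over the list alone. All 8 called under thapsigargin in Ago2-/- were lower. In the authors' deposited table Hspa5 (chromosome 2, 34771970 to 34777547) was at 4808, 6746 and 5367 FPKM under DMSO, tunicamycin and thapsigargin in the groups labelled Ago2+/+, and at 7682, 5155 and 3677 in those labelled Ago2-/-. Its log2 changes were 0.49 (implied SE 0.058), 0.16 (SE 0.044), -0.58 (SE 0.066) and -1.06 (SE 0.50), with q = 0.000529 for the first 3 and 0.00485 for the last in the authors' deposited table. Ddit3 was between 237 and 349 FPKM and was called in none of the 4 stress comparisons (q between 0.826 and 0.992, p between 0.523 and 0.955) of the authors' deposited table. Herpud1 was lowered under thapsigargin in Ago2-/- (log2 -0.69, implied SE 0.42, q = 0.0212), and its other 3 changes were not called (q between 0.142 and 0.581) in the authors' deposited table. Hspa5 fell under both stressors in Ago2-/-, Ddit3 was called under neither, and most genes of the list were not called. The labels of treatment therefore could not be verified from these genes either.

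**Figure D4:**
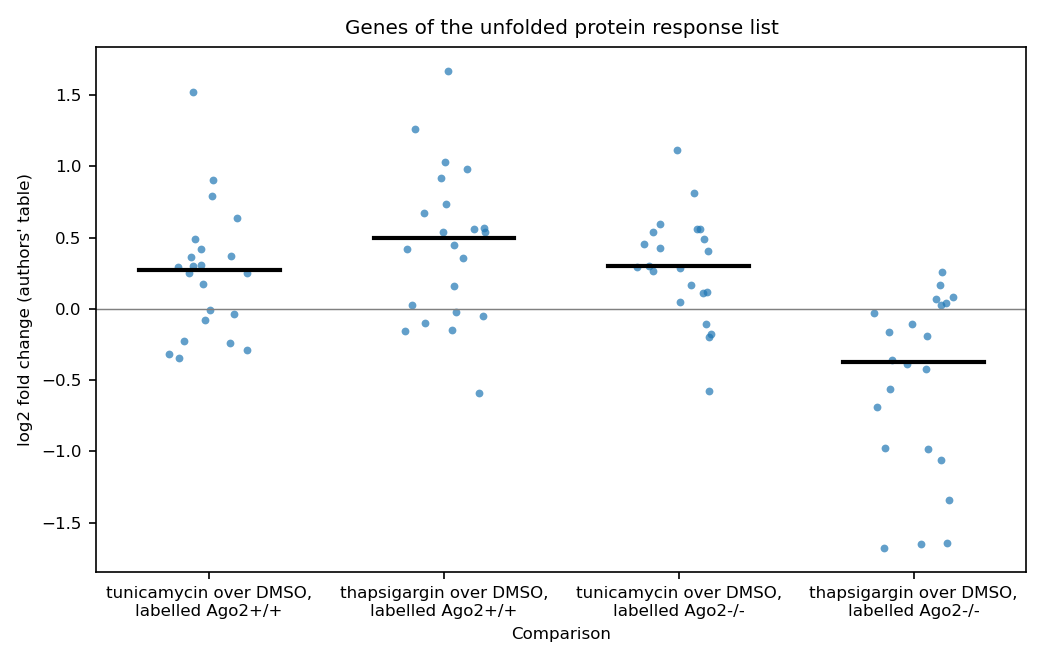
Points give the authors' log2 fold change of 22 genes of the unfolded protein response in each of the 4 stress comparisons as labelled, spread sideways for clarity, and the black lines give the medians. The medians were 0.27, 0.49, 0.30 and -0.37.

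The other lists were ranked in the same way. For 13 interferon-stimulated genes, some of which the study took from these same libraries, the median was -5.93 and -3.04 in the groups labelled Ago2+/+ under tunicamycin and thapsigargin (percentile 0 for both) and 2.70 and 4.78 in those labelled Ago2-/- (percentile 100 for both). At q under 0.05, the authors' deposited table called 12, 11, 11 and 11 of them, and 12, 11, 12 and 11 when adjusted over the list alone. Collagen genes (17 or 18 loci) had medians of -0.46, 0.96, 2.23 and -0.042 in the same order, at percentiles 0.08, 100, 100 and 48.5. Of these, 11, 15, 15 and 13 were called, and 12, 15, 16 and 14 when adjusted over the list alone. The median of 43 cytosolic ribosomal protein genes was 0.079, -0.013, -0.35 and -0.11 (percentiles 46.5, 5.33, 2.75 and 35.8), with 7, 5, 15 and 8 called and 7, 4, 17 and 8 when adjusted over the list alone. That of 34 proteasome genes was -0.010, -0.069, -0.25 and -0.033 (percentiles 20.7, 3.42, 13.8 and 65.2), with 4, 1, 8 and 3 called and 4, 0, 9 and 3 when adjusted over the list alone. Cathepsin genes (4 to 6 loci) had medians of 0.18, -0.11, -0.74 and -0.081 (percentiles 68.9, 26.5, 2.68 and 46.3), with 1, 3, 4 and 1 called both ways of adjusting. Mean and median differed in sign in 5 cases. These were collagen under thapsigargin in Ago2-/- (mean 0.31), ribosomal protein genes under thapsigargin in Ago2+/+ (0.17), proteasome genes under tunicamycin in Ago2+/+ (0.025), and cathepsins under tunicamycin (-0.92) and thapsigargin (0.68) in Ago2+/+. No sign of a list median changed when fold changes were centred on the median of all loci.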

Values the study reported

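The study reported 187 candidate mRNAs that fell under both ER stressors in Ago2+/+ fibroblasts and rose in Ago2-/- fibroblasts. By predicted protein location, it placed 42% of them in the endomembrane and secretory system, 18% in mitochondria and 5% in the nucleus.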

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

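The tests in this part other than the interaction itself were chosen only after the results were seen. The change under stress differed between the labelled genotypes, by the normal test on implied standard errors, at 1839 loci for tunicamycin and at 1325 for thapsigargin. The self-test of the same procedure on 12115 simulated loci gave between 1 and 8 false calls. Its noise was drawn from the same errors that it tested with. It therefore cannot show whether the implied errors hold in the real data. Contrasts of the same form were then built from each choice of 4 of the 6 group columns, whatever their labels. Of the 45 contrasts, 4 gave at least as many loci as the tunicamycin interaction and 14 at least as many as the thapsigargin interaction, and the largest gave 2543. A count of this size therefore does not single out the labelled arrangement, and a chance arrangement of the columns cannot be excluded. The groups are not exchangeable units in a designed experiment, and libraries could not be regrouped because the table holds pooled values.

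Among the named genes, the difference of the log2 changes (labelled Ago2-/- minus labelled Ago2+/+) passed the same normal test (Benjamini-Hochberg q of at most 0.0247) for Ago2 itself, with 3.41 under tunicamycin and 2.26 under thapsigargin. It was 4.43 and 4.29 for C1rl, 2.43 and 4.20 for Mertk, and 8.58 and 7.56 for Nov, in the same order. It was 9.79 and 9.43 for Ccl5, 8.71 and 4.93 for Ecscr, 13.55 and 9.84 for Ereg, and 11.64 and 8.50 for Ifih1. For Hspa5 it was -1.06 under tunicamycin, and under thapsigargin it did not pass (q = 0.117). C1rl, Mertk and Nov had been named by the study from these libraries, and Ccl5, Ecscr, Ereg and Ifih1 were taken from the candidate list, so their passing is no independent evidence.

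A technical explanation that may account for these flags is that the group columns hold 3 expression backgrounds whose order does not follow the labels. In the authors' deposited table Ago2 was at 5.61 and 5.75 FPKM in one close pair and was called in all 8 comparisons of that pair with the other groups. It was at 15.5, 17.0, 20.7 and 22.1 in those groups and was called in no comparison among them. Of the 227 shared candidates, 193 were higher under thapsigargin than under tunicamycin in the groups of both genotype labels. With at least 1 FPKM in all 6 groups this held for 84.7% of the candidates, against 16.7% of all loci. The candidate rule applied to 3 close pairs favours this order, so the order does not test AGO2. Not all candidates followed the pairs in the authors' deposited table. Ecscr (20.3 and 2.95 FPKM) and Tmem37 (11.7 and 5.10) were called between Ago2+/+ DMSO and Ago2-/- thapsigargin (q = 0.000529 for both). C1rl was called between Ago2+/+ thapsigargin and Ago2-/- tunicamycin, at 0.359 and 0.785 FPKM (q = 0.0452). Mertk, Nov, Ccl5 and Ereg were called within no close pair. All 5 sex-linked loci examined, the 4 Y-linked genes and the locus of Xist, were on the same side of 1 FPKM in both groups of each close pair and differed between pairs, as 3 expression backgrounds with 2 groups each would give. Regulation by AGO2, the biological explanation that the design names, stays open as untested here, because the labels needed to test it went against Ago2, Xist and Y-linked genes. The other assays of the study were not examined.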

How the results depend on the processing

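No paired analysis was possible because the table gives 1 pooled value per group. For the same reason the fits that leave out each replicate, the fit without the 4 libraries with conflicting labels, limma with another pseudocount, and DESeq2 or edgeR were not run. The standard error calibrated to the deposited p was chosen after seeing the data; the other alternatives were fixed before.

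Counts of called loci stayed within 1.5 times under p of at most 0.05, q under 0.01, at least 1 FPKM in 1 group and loci with a single symbol, in all 7 comparisons. Requiring an absolute log2 fold change of at least 1 lowered them to 2262 (tunicamycin) and 2254 (thapsigargin) in the groups labelled Ago2+/+, to 2314 for thapsigargin in those labelled Ago2-/-, and to 2299, 2819 and 2340 in the genotype contrasts under DMSO, tunicamycin and thapsigargin. At least 1 FPKM in both groups left 2266 loci for thapsigargin in Ago2+/+, and 2375 and 2389 in the genotype contrasts under DMSO and thapsigargin. Both settings can only remove calls. With at least 1 FPKM in all 4 groups, 1059 and 717 loci passed the interaction tests for tunicamycin and thapsigargin, on fewer loci tested. With calibrated standard errors 4988 and 3912 passed, since these errors are smaller by construction.

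The candidate lists for tunicamycin, thapsigargin and both were 827, 522 and 119 loci with q under 0.05 in both genotypes, 6623, 6068 and 2882 by sign alone, and 1975, 1456 and 532 with p of at most 0.05 required in Ago2+/+ only. With at least 1 FPKM in all groups, 510 (thapsigargin) and 111 (both) were left. The opposite rule stayed within 1.5 times of the main counts. When each stressed group was set against the DMSO group labelled with the other genotype, 40, 252 and 8 loci were left. This setting compares groups within close pairs. At p of at most 0.05, Ago2+/+ tunicamycin differed from Ago2-/- DMSO at 269 loci, and from its own DMSO group at 5052. Ago2-/- thapsigargin differed from Ago2+/+ DMSO at 1689 loci, and from its own DMSO group at 5437. Fewer loci could therefore meet the rule. Why these pairs are close was not tested.

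The Pearson correlation of the genotype differences stayed negative. With at least 5 FPKM it was -0.572 (DMSO and tunicamycin), -0.237 (DMSO and thapsigargin) and -0.504 (tunicamycin and thapsigargin). With at least 0.1 FPKM the last 2 were -0.322 and -0.433. These shifts were larger than the bootstrap SD; the cause was not tested.

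The contrasts of Ago2 moved by less than their implied SE under all 3 alternatives. List medians kept their direction. The interferon-stimulated genes moved by more than the spread of random lists: with a pseudocount of 1 their medians were -2.86 and -1.90 in Ago2+/+ and 1.32 and 2.26 in Ago2-/-, and with 0.1 they were -5.30 (tunicamycin, Ago2+/+), 1.98 and 4.21 (Ago2-/-). A pseudocount shrinks the ratio of low values by construction. Against unmatched lists the percentile of the unfolded protein response list under tunicamycin fell to 97.3 (Ago2+/+) and 94.7 (Ago2-/-), no longer in the outer tails of random lists. That of ribosomal protein genes under tunicamycin in Ago2-/- fell from 2.75 to 0.48, into the lower tail. Of the fold changes of named genes, 33 moved by more than their implied SE under a pseudocount of 1, 6 of which also did under 0.1, and none changed sign under a pseudocount. Median-centring turned the sign of Dicer1 under thapsigargin in Ago2-/-, from -0.0024 to 0.015, by less than its implied SE. The depth is unknown, so what it limits could not be measured.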

Other observations

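All tests in this part were chosen only after the result they bear on was seen, except the correlation of the genotype differences. The 3 close pairs of groups that crossed genotype and treatment are the main pattern of the table. Several explanations are argued against. If genotype and treatment were as labelled and each genotype came from 1 cell line, a gene of the Y chromosome would be on or off alike in the 3 groups of one genotype, whereas all 4 Y-linked genes were at 0 under DMSO and thapsigargin and at 6.64 to 30.3 FPKM under tunicamycin in the groups labelled Ago2-/-. If only the DMSO labels had been exchanged between the genotypes, the genotype differences under tunicamycin and thapsigargin would correlate positively. Their rho was -0.478, against -0.0298 to 0.0263 in unchanged groups, whereas their r of -0.467 lay within the range of unchanged groups. If libraries with conflicting labels sat in the wrong group, groups without them would be unaffected. Both stressed groups labelled Ago2-/- hold none of them, yet all 4 Y-linked genes differed between these groups as above. A difference in scaling cannot move a rank correlation, and the lowest rho within the close pairs (0.983) stood above the highest of all others (0.927).

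A candidate explanation that stays open is that the 6 columns hold 3 expression backgrounds, such as 3 cell lines or clones, with 2 groups each. Both groups of 1 pair had Y-linked transcripts, both of another had the locus of Xist at 33.5 FPKM or more, and both of the third had Y-linked genes at 0 and Xist at most at 0.0574. All 5 of these sex-linked loci were thus alike within each pair and different between pairs, which is consistent with 3 expression backgrounds with 2 groups each. Whether the columns were exchanged in culture, in the libraries or when the table was made was not tested, and which genotype or treatment each column holds is not inferred here.

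To examine the list of 227 shared candidates, the 6 columns were assigned to the 6 labels in all 360 distinct ways, and 56 of these gave at least 227 shared loci (median 25.5, largest 394). A list of this length therefore does not single out the labelled assignment. The columns form 3 close pairs and are not exchangeable, so this share of assignments gives no p. Chance assignment of the columns cannot be excluded as a source of such a list.

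The list of the unfolded protein response rose in 3 stress comparisons and fell in the fourth. Within the close pair of Ago2-/- thapsigargin and Ago2+/+ DMSO, its median log2 was -0.21 in the group labelled thapsigargin over that labelled DMSO, with 4 genes called and all of them lower. In the pair of Ago2+/+ tunicamycin and Ago2-/- DMSO it was instead higher in the group labelled as stressed, with a median of 0.063 at percentile 99.98 (95.3 among unmatched lists). The only gene of the list called in that pair in the authors' deposited table was Hspa5, which was lower in the group labelled as stressed (6746 against 7682 FPKM). The first median lay at percentile 0.01 of matched and 0.18 of unmatched lists. The close pair with 2 stressed labels lay at percentile 0 of matched lists too, with a median of -0.074, but at 4.36 of unmatched lists, so that the first pair alone lay in the outer tails both ways. Genes of this list may move together, unlike those of random lists, and each close pair also differs in its genotype label. Treatments as labelled and differences between backgrounds alone therefore cannot be told apart here.

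A second split ran through each close pair. At 6 loci on chromosome 1 (24611535 to 24616197) that hold nuclear copies of mitochondrial genes, FPKM was 66.2 to 2499 in Ago2-/- DMSO, Ago2-/- tunicamycin and Ago2+/+ DMSO, and 1.06 to 4.36 in the other 3 groups. Reads shared with the mitochondrial genes may account for it. Each of the 7 copies matched a mitochondrial transcript over its longest alignment with at least 99.71% identity. The loci of mt-Co2, mt-Atp6, mt-Nd3 and mt-Nd4 were lower where the copies were higher, by log2 ratios of -1.63 to -0.86 in the 3 close pairs. The locus of mt-Co1, which also has a copy (483 aligned bases), was lower by only -0.22 to -0.16. That is within the range of mt-Nd1, mt-Nd2, mt-Nd5 and mt-Cytb, which have no such copy and differed by -0.64 to 0.11, so mt-Co1 lends no weight to shared reads. Why the split follows neither genotype nor treatment was not tested, and no biological explanation was tested. These copies are among the largest falls of 3 stress comparisons, which are thus uncertain as changes in expression.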
